A study of Arabidopsis thaliana with 9 samples. Its data were reported in "Chromatin Changes in Phytochrome Interacting Factor-Regulated Genes Parallel Their Rapid Transcriptional Response to Light" (2022).

How the data were processed

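Steady state mRNA levels were measured by 3′-end RNA-seq in wild-type Arabidopsis thaliana seedlings (Columbia-0 accession) of 3 groups with 3 libraries each, 9 libraries in all. Seedlings of the D group were grown for 2 days in true darkness, that is, after a far-red pulse that switches off the phytochromes activated before. R1h seedlings received, after the same pulse, 47 h of darkness and then 1 h of red light at 10 µE per square metre and second. WLc seedlings grew for the same 2 days in continuous white light at 100 µE per square metre and second. The paper describes white light to induce germination and the far-red pulse for the dark-grown seedlings, and names neither step for WLc. Groups were assigned from the sample titles.

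The authors aligned 50-base single-end reads with Bowtie to the TAIR9 representative transcripts with no mismatch allowed, and counted the reads that mapped uniquely to the last 500 bases of the coding strand. Versions of Bowtie and of edgeR are not given in the sources used here. The deposited values are a signal that the authors made with edgeR: pseudo-counts, that is, read counts adjusted to one common library size, given as 1 column per group with no value per library. Because counting used the coding strand, reads from antisense partners were kept apart by the authors' procedure. Because only unique reads were counted, genes with near-identical copies are undercounted.

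That each column is a mean over 3 libraries was checked on the values. The smallest values above 0 lay on 3 levels per column, at 0.311, 0.333 and 0.351 in D, 0.319, 0.323 and 0.348 in R1h, and 0.305, 0.331 and 0.343 in WLc. Multiplied by 3, these are the pseudo-counts that 1 read in 1 library was worth, from 0.916 to 1.05. All values under 1.2 (107 in D, 124 in R1h and 69 in WLc) lay within 0.2 reads of a whole number of reads. Dividing a value by the mean of these levels gave the approximate number of reads behind it, which was used for exact conditional binomial (Clopper-Pearson) 95% intervals of ratios between groups. These intervals cover counting error only, not the spread between plants or libraries. With a value of 10 in both groups, about 30 reads each, the interval reached 0.78 on the log2 scale on either side, with 100 it reached 0.23 and with 1000 it reached 0.07. Values below 1e-06 are the numerical residue of a 0 and were read as listed at 0. The columns summed to 11.4 M pseudo-counts in D, 11.99 M in R1h and 12.5 M in WLc.

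Tests on the 9 libraries had been planned before the data were examined (limma on log2 values, Benjamini-Hochberg adjustment, camera and fry for gene lists, Fisher's exact test for PIF targets). None of them could be run on 1 mean per group. The differences below therefore have no replicate check, no SD, n or p-value is given, and every level is the authors' mean. The gene lists, the thresholds of size, the other settings and the rule for naming genes were also fixed before the data were examined.

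Fold changes are differences of log2(value + 1), a scale that understates the change of low genes. Of 17680 genes, 17299 with a value of at least 10 in at least 1 group were tested for size, where the plan had asked for 3 libraries at that level. A gene is called higher or lower when it differed at least 2-fold on that scale. For a gene with 1 to 3 reads in a group, the plain ratio of the values is given with its counting interval. For a gene listed at 0 in a group no fold is given. Of 36 gene lists, 32 hold pathways, gene families, tissue markers, reference genes or the PIF-DTGs of earlier work (209 PIF-induced and 129 PIF-repressed, defined on other libraries), and 4 hold genes the study picked on these same libraries, which are no independent evidence of their direction. Each list is described by the numbers of its tested members called higher and lower, its median log2 fold change and the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 level bins. The percentile describes these columns and is not a test.

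The genes named are, for R1h against D and for WLc against D, the 6 with the largest and the 6 with the lowest log2 fold change among those with a higher level of at least 50 (that libraries should not overlap could not be checked), the 12 PIF targets the study picked, up to 4 called members per list by size with a level of at least 10 (or up to 2 members with the highest mean where none was called), all members of the PIF family, plastid sigma factor and reference gene lists, and up to 4 genes per pattern of opposite directions. Genes named outside this rule are said to be so. Symbols come from the RefSeq annotation of TAIR10.1, in which 17628 of the 17680 locus codes were found, and from names in common use. No coordinates are given, since the study's TAIR9 models were not used here. In that annotation, the share of 50-base windows in the last 500 bases that occur in no other gene's longest transcript was computed for 17249 tested genes, and was under 50% for 81 of them and for 1 of the 187 genes covered by the naming rule, PRR9 with 37.0%.

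The overlap of both responses was set beside n1 × n2 / N for independent lists and beside 100 simulations of unchanged groups against the same D column with counting error only. The fold changes and counting intervals were tested on simulated data with 17299 genes for R1h against D, drawn from the D levels with counting error only. Of 50 genes each, 98% with a log2 fold of -3 and 100% with -2, 2 or 3 were called, as were 0.251% of the 17099 unchanged genes, and the counting interval held the true fold for 95.4% of genes. These shares leave out the spread between libraries, so 0.251% is not the rate of false calls in the data. Values were also analysed with a pseudocount of 0.5 or 5, no filter, a filter at 50, median-of-ratios scaling and quantile normalization. These had been fixed beforehand. Scaling to the column total and a call only where the counting interval lay wholly beyond 2-fold were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.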

Results

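The data hold the mRNA levels of 17680 genes in dark-grown seedlings (D), in dark-grown seedlings after their first hour of red light (R1h) and in seedlings kept in white light throughout (WLc). Phytochrome-interacting factors (PIFs) are transcription factors that keep seedlings in the dark growth programme and are degraded when red light activates phytochrome. D against R1h asks which genes respond to the first light, and D against WLc asks which genes differ once light has been present throughout growth. Each level is the authors' mean of 3 libraries in pseudo-counts, with no replicate check, and the columns summed to 11.4 M pseudo-counts in D, 11.99 M in R1h and 12.5 M in WLc. A value of 10 rested on about 30 reads over the libraries of a group.

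After 1 h of red light, many regulators of light signalling and genes of flavonoid synthesis were higher than in D, while PIL1 and several shade-associated regulators were lower. BBX30 (AT4G15248) and BBX32 (AT3G21150), which encode small B-box proteins, stood highest. BBX30 went from 1.26 to 494 pseudo-counts, a log2 fold change of 7.77. BBX32 had a single read in D, and its ratio was 916 with a counting interval from 154 to 33946. ELIP1 (AT3G22840), an early light-induced protein of the thylakoid, went from 31.4 to 4908 (log2 fold change 7.24), and F3H (AT3G51240), an enzyme of flavonoid synthesis, went from 33.9 to 3127 (6.48). The prenyltransferase gene cPT4 (AT5G58770), with 1 read in D, reached 103, a ratio of 294 with a counting interval from 55.4 to 12311. AT5G42760 was listed at 0 in D and stood at 89.2 in R1h. The genes with the lowest fold changes were RTFL21 (AT1G67265), from 693 to 36.0 (-4.23), PIL1 (AT2G46970), from 662 to 34.8 (-4.21), the homeobox gene HB52 (AT5G53980), from 1986 to 118 (-4.06), BBX23 (AT4G10240), from 85.6 to 4.31 (-4.03), BEE3 (AT1G73830), from 120 to 6.55 (-4.00), and AT5G44260, from 1025 to 79.9 (-3.67). In all, 673 genes were at least 2-fold higher and 426 at least 2-fold lower, 6.35% of the 17299 tested. When the whole counting interval had to lie beyond 2-fold, 428 and 234 genes were called.

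Among 24 light signalling regulators, 14 were higher in R1h and 4 lower, with a median log2 fold change of 1.67, above all 10000 matched random lists. STH (BBX25, AT2G31380) went from 2.59 to 191, BBX31 (AT3G21890) from 4.26 to 229, and HYH (AT3G17609), a bZIP factor related to HY5, from 25.9 to 649. Of 24 circadian clock genes 11 were higher and none lower (median 0.90, above all random lists). The morning gene CCA1 (AT2G46830) went from 199 to 1593 and RVE1 (AT5G17300) from 124 to 695, while ELF4 (AT2G40080), an evening gene, went from 35.2 to 218. PRR9 (AT2G46790) stood at 16.6 against 1 read in D, a ratio of 49.9 with a counting interval from 8.54 to 2006, and only 37.0% of its 3′-end windows were unique.

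Among pigment genes, those of flavonoid synthesis were called most often. Of 13 flavonoid synthesis genes 8 were higher in R1h and none lower (median 2.13, above all random lists). CHS (AT5G13930), which encodes the entry enzyme of the pathway, went from 114 to 1253, and the regulator MYB12 (AT2G47460) from 2 reads in D to 32.7 pseudo-counts, a ratio of 47.7 with an interval from 13.3 to 413. Of 25 chlorophyll synthesis genes 5 were higher, including GUN4 (AT3G59400) with a log2 fold change of 2.44, CAO (AT1G44446) with 2.13, CHLH (AT5G13630) with 2.11 and HEMA1 (AT1G58290) with 1.23. The median of this list was 0.41, at percentile 99.99. Of 13 carotenoid synthesis genes 3 were higher (median 0.65, percentile 99.99), among them PSY (AT5G17230), which encodes the first committed enzyme, with 1.51. Of 7 early light-inducible genes 4 were higher (median 1.05, above all random lists), ELIP2 (AT4G14690) going from 158 to 6127, while OHP1 (AT5G02120) at 1.05 fell under 2-fold with quantile normalization or scaling to the column total.

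Among genes of the photosynthetic apparatus, antenna genes were called most often in R1h. Of 21 light-harvesting antenna genes 11 were higher (median 1.07), with CAB2 (AT1G29920) going from 301 to 5767 and CAB3 (AT1G29910) from 278 to 1182. Of 30 photosystem and electron transport genes 4 were higher (median 0.46), of which PETE1 (AT1G76100) fell under 2-fold with quantile normalization or scaling to the column total and PSAH2 (AT1G52230) with the former, and both lists lay above all random lists. Of 17 Calvin cycle genes 3 were higher (median 0.35, percentile 98.9), with CP12-2 (AT3G62410) at 2.14, RBCS1B (AT5G38430) at 1.80 and FBA1 (AT2G21330) at 1.35. CAB and RBCS genes have close copies, but 89.8% of the 3′-end windows were unique in CAB3 and all of them in CAB2 and RBCS1B. Of the 6 plastid sigma factors, which direct the plastid RNA polymerase, SIGE (SIG5, AT5G24120) was higher, from 3.32 to 275 (5.99). The others had log2 fold changes of 0.86 (SIGA), 0.39 (SIGC), 0.29 (SIG2), 0.04 (SIGF, which turned negative with quantile normalization and with scaling to the column total) and -0.10 (SIG4).

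Lists of shade, ethylene and starvation genes lay below all random lists in R1h. Of 14 shade-associated regulators 6 were lower and none higher (median -0.74, below all random lists), including HB2 (AT4G16780), from 207 to 26.5, PAR1 (AT2G42870), from 1540 to 311, and HB4 (AT2G44910), from 11.2 to 2.63. Of 13 ethylene and apical hook genes 5 were lower (median -0.64, below all random lists). HLS1 (AT4G37580), which is needed to form the apical hook, went from 213 to 35.1, and the ACC synthase genes ACS5 (AT5G65800) and ACS8 (AT4G37770) went from 102.8 to 24.9 and from 31.98 to 8.86. Of 10 dark-inducible and starvation genes 7 were lower (median -1.18, below all random lists). DRM1 (AT1G28330) went from 39446 to 8479 and KFB20 (AT1G80440) from 474 to 88.4.

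Hormone and cell wall lists held members of both directions. Of 24 Aux/IAA genes 4 were lower and 2 higher (median -0.20, percentile 0.84), with IAA29 (AT4G32280) at -2.43 and IAA19 (AT3G15540) at -1.45 against IAA5 (AT1G15580) at 2.09 and IAA28 (AT5G25890) at 1.55. Of 19 SAUR genes, small auxin-induced transcripts, 2 were lower and 1 higher (median -0.67, below all random lists). SAUR9 (AT4G36110) had -1.54 and SAUR14 (AT4G38840) 2.47. Of 22 expansin and XTH genes, which encode wall-loosening proteins, 2 were lower and 3 higher (median -0.16, percentile 1.15), with XTR7 (XTH15, AT4G14130) at -2.50 and EXPA10 (AT1G26770) at 1.58. Of 23 gibberellin and brassinosteroid genes 4 were lower and 3 higher (median -0.21, percentile 1.86). The 3 higher were gibberellin 2-oxidase genes, whose products inactivate the hormone. GA2OX2 (AT1G30040) went from 25.6 to 122, and GA2OX1 (AT1G78440) from 3 reads in D to 63.7, a ratio of 67.7 with an interval from 21.6 to 313. GA2OX8 (AT4G21200) also had 3 reads in D, with a ratio of 15.6 and an interval from 4.91 to 76.8. Another gibberellin 2-oxidase gene, GA2OX6 (AT1G02400), went the other way, from 813 to 409 (-0.99), just short of 2-fold lower. GA20OX2 (AT5G51810), a gene of hormone synthesis, went from 22.0 to 3.86.

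In other lists almost no member differed 2-fold after 1 h. None did among 9 photoreceptor genes (median -0.42, percentile 0.11, PHYA at -0.66 and PHOT1 at -0.42), 8 auxin synthesis and conjugation genes (0.03), 18 cytosolic ribosome genes (0.35, percentile 99.2), 10 cell cycle and DNA replication genes (0.29, percentile 98.6), 12 seed storage and embryo genes (0.24), 13 seed oil mobilisation genes (0.01), 10 root and root hair markers (-0.12), 12 wound, touch and defence genes (-0.08), 17 histone acetylation enzymes (0.04) or 10 reference genes (0.12). Of 6 stomatal lineage markers EPF2 was higher (median 0.01), and of 6 heat shock genes HSFA2 was higher (median 0.14), but both genes fell under 2-fold with log2(value + 5) or with scaling to the column total. The medians of the oil mobilisation, stomatal and histone acetylation lists turned negative in R1h with quantile normalization and with scaling to the column total, and that of the auxin synthesis list with the latter. The histone acetylation list holds both acetyltransferases and deacetylases.

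Seedlings grown in WLc differed from D in more genes, 2412 at least 2-fold higher and 1846 lower, together 24.6% of those tested. The larger number of higher genes depended on the scaling, with 2103 higher and 2196 lower after scaling to the column total and 2125 and 2090 after quantile normalization. Antenna genes were among those with the largest fold changes. LHB1B1 (LHCB1.4, AT2G34430) went from 124 in D to 61067 in WLc (log2 fold change 8.93) and CAB2 from 301 to 131109 (8.76). AT1G66100 went from 3.00 to 1191 (8.22) and NDA1 (AT1G07180), an alternative NADH dehydrogenase, from 1.26 to 569 (7.98). AT1G22690 and LOX2 (AT3G45140), a lipoxygenase of jasmonate synthesis, were listed at 0 in D and stood at 474 and 337. On the lower side were PORA (AT5G54190), a protochlorophyllide reductase, from 16982 to 73.4 (-7.84), AT5G44440 from 36922 to 209.5 (-7.45), HEC2 (AT3G50330) from 948 to 4.87 (-7.34), GRF7 (AT5G53660) from 504 to 2.26 (-7.28), the oil body gene OLEO3 (AT5G51210) from 1231 to 9.17 (-6.92) and PIL1 from 662 to 4.51 (-6.91).

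The photosynthetic lists were higher almost as a whole in WLc. Of 30 photosystem and electron transport genes 30 were higher (median 2.85), of 21 antenna genes 20 (median 3.75) and of 17 Calvin cycle genes 15 (median 1.75), each above all random lists. PSAH2 had a log2 fold change of 3.88, PSAO (AT1G08380) of 3.68, RCA (AT2G39730), which encodes Rubisco activase, of 4.03, and RBCS1B went from 866 to 14848. Of the 25 chlorophyll synthesis genes 12 were higher and 2 lower (median 0.85, above all random lists). The lower ones were PORA and PORB (AT4G27440), which went from 33706 to 3091, while CHLH went from 2175 to 30095. Of the carotenoid genes 6 of 13 were higher (median 0.87, percentile 99.95), with BOH2 (AT5G52570) going from 55.8 to 643, and of the flavonoid genes 10 of 13 were higher and 1 lower (median 3.24, above all random lists), with CHIL (AT5G05270) at 4.80. Of the early light-inducible genes 4 of 7 were higher (median 1.12, percentile 99.9), SEP2 (AT2G21970) not with scaling to the column total, but ELIP1 (59.1) and ELIP2 (296) had not reached 2-fold over D and stood far below their R1h levels of 4908 and 6127. Sigma factors SIGE (4.94), SIGA (2.52) and SIGC (1.62) were higher (list median 1.14, percentile 99.7), and SIGF (0.66), SIG2 (0.65) and SIG4 (-0.50) did not reach 2-fold.

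**Figure D1:**
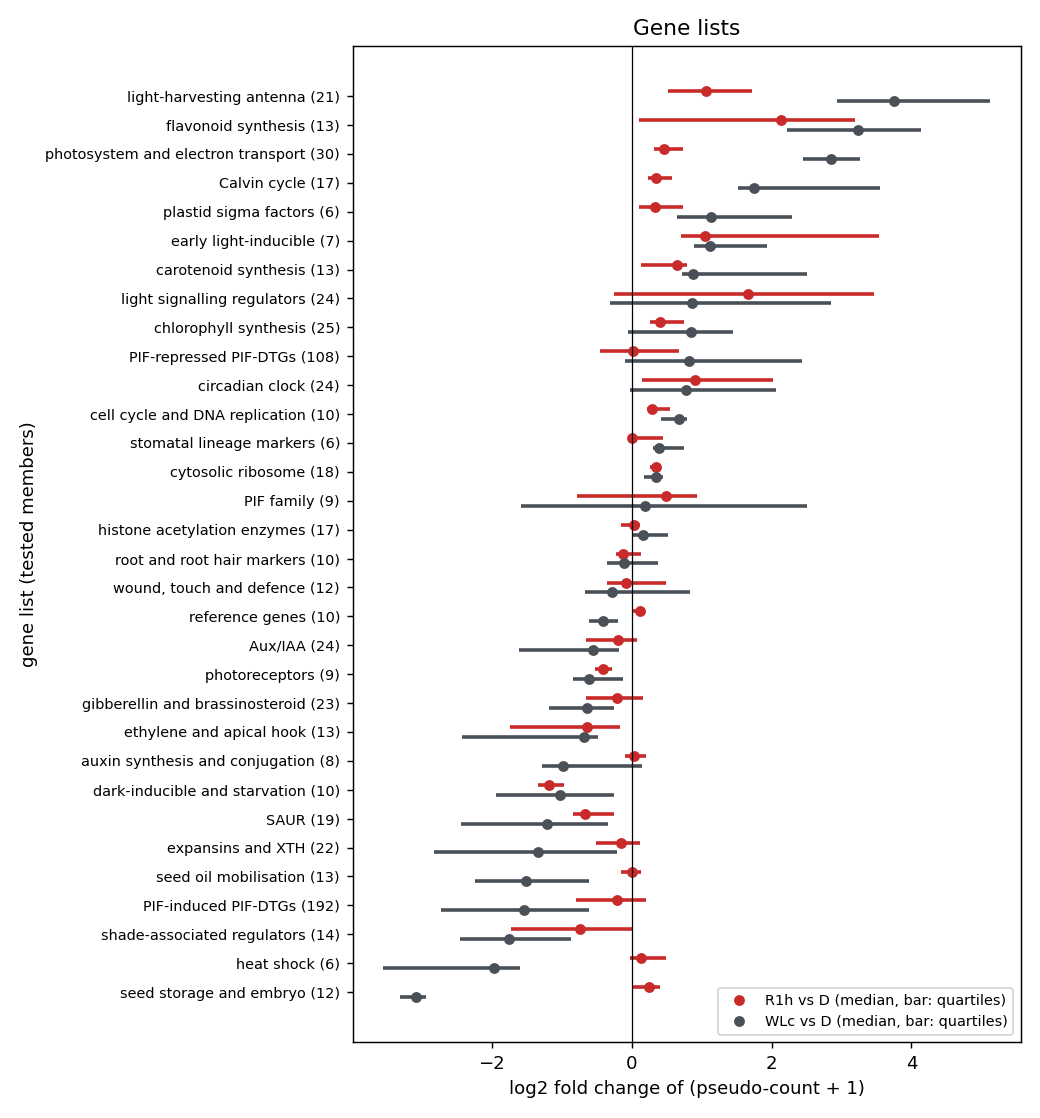
Median log2 fold change of (pseudo-count + 1) on the x axis for 32 gene lists on the y axis, with the number of tested members in brackets, for R1h against D (red) and WLc against D (grey). Bars span the quartiles over the members of a list, not an error. Antenna genes had medians of 1.07 and 3.75, and seed storage genes 0.24 and -3.08.

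Lists of elongation growth and hormone genes had negative medians in WLc, and their members were called lower in part. Of 22 expansin and XTH genes 13 were lower and 3 higher (median -1.34, below all random lists), with XTR7 going from 10864 to 151 and XTH17 (AT1G65310) from 763 to 33.3. Of 19 SAUR genes 10 were lower and 1 higher (median -1.21, below all random lists), of 14 shade-associated regulators 9 were lower (median -1.75, below all random lists), and of 24 Aux/IAA genes 9 were lower and 3 higher (median -0.55, percentile 0.15). IAA20 (AT2G46990) went from 617 to 6.18, and PAR2 (AT3G58850), which had a log2 fold change of 0.08 in R1h, stood at -3.03. Of 8 auxin synthesis and conjugation genes 4 were lower (median -0.98, percentile 0.14), including the auxin synthesis genes TAA1 (AT1G70560) at -1.05 and YUC8 (AT4G28720) at -1.60. Of 23 gibberellin and brassinosteroid genes 8 were lower and none higher (median -0.64, percentile 0.02), with GA3OX1 (AT1G15550) from 85.8 to 11.4. Of 13 ethylene and apical hook genes 6 were lower (median -0.68, percentile 0.68), and of 10 dark-inducible and starvation genes 5 (median -1.02, percentile 0.12).

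Transcripts tied to seed reserves and to heat stress were also lower in WLc, although they had not differed 2-fold in R1h, HSFA2 excepted. Of 12 seed storage and embryo genes 12 were lower (median -3.08, below all random lists), CRA1 (AT5G44120), a storage globulin, going from 958 to 97.1. Of 13 oil mobilisation genes 8 were lower and 1 higher (median -1.51, below all random lists). ICL (AT3G21720) and MLS (AT5G03860), the enzymes of the glyoxylate cycle, went from 237854 to 5087 and from 10948 to 562. The higher one was PMDH2 (AT5G09660), at 2.46. Of 6 heat shock genes 5 were lower (median -1.96, percentile 0.01), HSP17.6A (AT5G12030) going from 146 to 2.88.

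Of the 24 light signalling regulators 11 were higher and 5 lower in WLc (median 0.86), and of the 24 clock genes 11 were higher and 4 lower (median 0.77), both above all random lists. CCA1 and LHY (AT1G01060) each had a log2 fold change of 3.46 and LNK2 (AT3G54500) of 3.86. Among photoreceptors PHYA (AT1G09570) went from 4587 to 815 and PHYE (AT4G18130) from 36.8 to 81.7 (list median -0.61, percentile 2.37). Of 10 cell cycle and DNA replication genes CYCB1-1 was higher (median 0.68, percentile 99.1), and no ribosome gene differed 2-fold (median 0.35, percentile 99.4). Of 10 root markers CASP1 (AT2G36100) was lower, from 3699 to 952 (median -0.11, percentile 35.4), and of 6 stomatal lineage markers FAMA (AT3G24140) was higher, from 119 to 442 (median 0.39, percentile 80.7). Of 12 wound, touch and defence genes 3 were higher, LOX2, VSP2 and AOS, and JAZ1 was lower (median -0.27, percentile 5.63). Of 17 genes for enzymes that add or remove histone acetylation, the deacetylase gene HD2A (AT3G44750) was higher, at 1.22 (median 0.16, percentile 84.9).

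The reference genes gave a measure of the background. Their log2 fold changes in R1h lay between -0.19 (ACT8) and 0.52 (UBQ10). GAPC1 stood at 0.51, TUB1 at 0.16, ACT2 (negative with quantile normalization) and UBC9 at 0.12, PP2AA3 at 0.10 and PEX4 (UBC21) at -0.12. Their median of 0.12 lay below the R1h medians of the photosystem (0.46), Calvin cycle (0.35) and chlorophyll (0.41) lists. Those 3 medians still lay inside the range of single reference genes. In WLc TUB1 (AT1G75780) was lower at -3.33 and ACT8 (AT1G49240) at -1.08, and the list median was -0.40 (percentile 13.1). PP2AA3 (-0.18), AT4G34270 (-0.12), GAPC1 (-0.05), UBQ10 (-0.23), PEX4 (-0.35), AT2G28390 (-0.45), UBC9 (-0.55) and ACT2 (-0.64) differed by less than 2-fold.

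The PIF genes and HFR1, a related gene that is not counted as a PIF, split. PIL1 and PIL2 (AT3G62090) were lower in both light groups, PIL2 going from 48.6 in D to 14.4 in R1h and 15.6 in WLc. PIF8 (UNE10, AT4G00050) was higher in both, from 24.6 to 131 and 230. PIF7 (AT5G61270) had 2 reads in D, 5.21 pseudo-counts in R1h and 215 in WLc, a ratio of WLc to D of 326 with a counting interval from 89.2 to 2678. PIF4 (AT2G43010) and PIF5 (AT3G59060) had log2 fold changes of 0.50 and 0.94 in R1h and were higher in WLc, at 2.25 and 2.51. PIF3 (AT1G09530) had -0.78 in R1h and was lower in WLc at -1.34, HFR1 (AT1G02340) had 0.51 and then -2.90, and PIF1 (AT2G20180) stayed at 0.29 and 0.19. The list median was 0.50 in R1h (percentile 99.9) and 0.19 in WLc (percentile 72.5), the latter turning to -0.57 without PIF7 and its 2 reads in D.

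How far the first response was also present in light-grown seedlings was asked by comparing both sets. Of the 1099 genes at least 2-fold different in R1h, 660 differed the same way in WLc (60.1%), 60 the opposite way and 379 did not differ 2-fold in WLc. Higher in both were 428 genes, where independent lists would share 93.8, and lower in both were 232, where they would share 45.5. Simulated unchanged groups against the same D column shared at most 3 and 1. The D column is common to both comparisons and could not be split, so part of the excess may come from the shared controls.

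**Figure D2:**
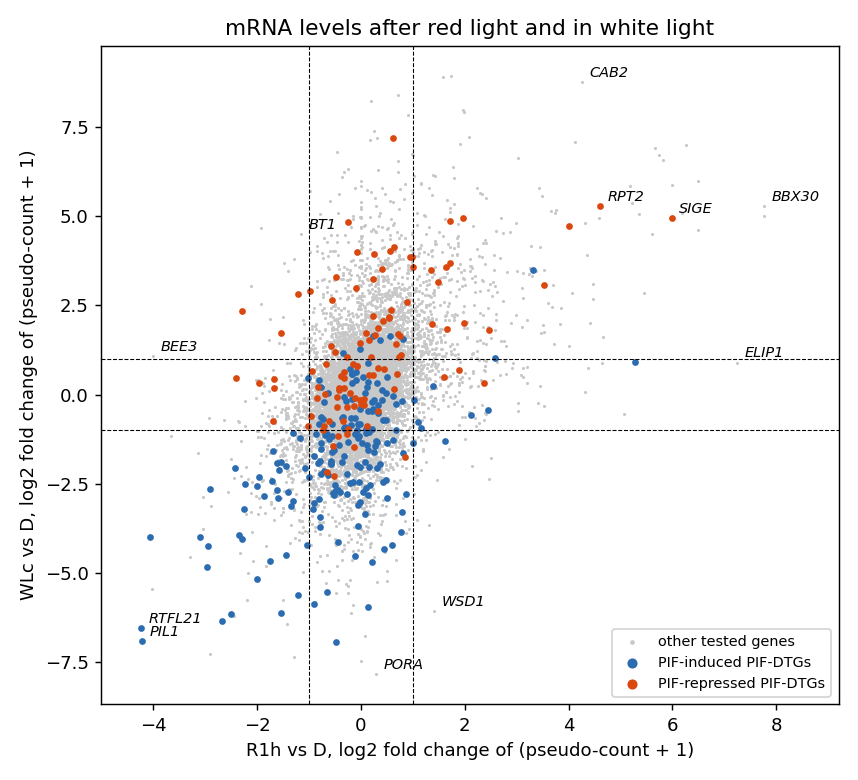
Each point is a tested gene, with its log2 fold change of (pseudo-count + 1) in R1h against D on the x axis and in WLc against D on the y axis, and dashed lines mark 2-fold. PIF-induced PIF-DTGs (blue) and PIF-repressed PIF-DTGs (orange) are set against all other tested genes (grey). PIL1 lies at -4.21 and -6.91, RPT2 at 4.61 and 5.29, and ELIP1 at 7.24 and 0.89.

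Opposite directions were seen for 30 genes that were higher in R1h and lower in WLc, where independent lists would share 71.8, and for 30 lower in R1h and higher in WLc, where they would share 59.4. WSD1 (AT5G37300), a wax ester synthase gene, went from 108 in D to 290 in R1h, and had 2 reads in WLc, a ratio of WLc to D of 0.00580 with a counting interval from 0.000727 to 0.0219. GolS3 (AT1G09350), a galactinol synthase gene, stood at 20.5, 118 and 3.20 in D, R1h and WLc, and AT5G53710 at 27.4, 69.5 and 1.28. MLP31 (AT1G70840) stood at 17.43 in D and 38.0 in R1h, with 2 reads in WLc, a ratio of WLc to D of 0.0353 with an interval from 0.00439 to 0.141, and its R1h level was less than 2-fold above D with log2(value + 5). In the other direction BT1 (AT5G63160) stood at 636, 286 and 14295, AT2G22510 at 7.84, 1.31 and 225, CRK40 (AT4G04570) at 9.03, 1.301 and 81.6, and AT2G05510 at 13.5, 4.21 and 184. With log2(value + 5) in place of log2(value + 1), 35 of the tested genes lay in opposite directions, and 18 did so by counting intervals wholly beyond 2-fold.

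Set directly against R1h, WLc had 2077 genes at least 2-fold higher and 1734 lower, 22.0% of those tested, but 1814 higher and 1887 lower after quantile normalization. Of 30 photosystem genes 29 were higher (median 2.37), of 21 antenna genes 20 were higher and 1 lower (median 3.06), and of 17 Calvin cycle genes 15 were higher (median 1.42). Seed storage genes were lower as a whole (12 of 12, median -3.36). Light signalling regulators lay lower in WLc than in R1h, with 8 of 24 lower and 1 higher (median -0.43, percentile 0.28). The medians of the shade-associated regulators (-0.03, percentile 39.5), of the ethylene and apical hook genes (-0.16, percentile 35.5) and of the clock genes (-0.10, percentile 36.9) lay inside the range of random lists.

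PIF direct target genes (PIF-DTGs) are genes bound by PIFs whose mRNA levels differed in dark-grown quadruple pif mutants in earlier work. Of 192 tested PIF-induced PIF-DTGs, 38 were lower in R1h (19.8%, against 2.27% of all other genes) and 10 were higher. The median was -0.21, below all random lists. In WLc 123 were lower (64.1%, against 10.1%) and 8 higher, with a median of -1.54, and 124 were lower in at least 1 of the light groups (64.6%), 37 in both. RTFL21, PIL1 and HB52 had the lowest fold changes in R1h, while ELIP2, also a member of this list, was higher by 5.27. Of 108 tested PIF-repressed PIF-DTGs, 18 were higher in R1h (16.7%, against 3.81%) and 9 lower. Their median of 0.03 lay at percentile 71.2, inside the range of random lists, and turned negative with scaling to the column total. In WLc 52 were higher (48.1%, against 13.7%) and 7 lower, with a median of 0.83, above all random lists, and 55 were higher in at least 1 light group (50.9%), 15 in both. AT3G55240 went from 2.01 in D to 3.59 in R1h and 436 in WLc, and CDSP32 (AT1G76080), a chloroplast stress protein, from 31.9 to 128 and 1011.

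**Figure D3:**
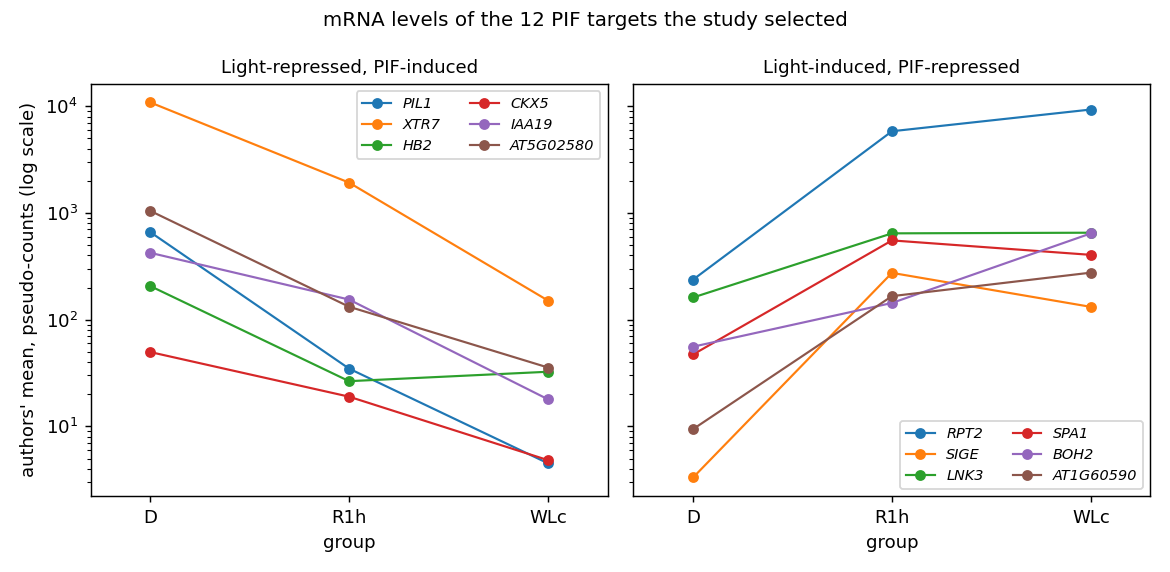
Levels of the 12 PIF targets the study selected, in pseudo-counts on a logarithmic y axis, in D, R1h and WLc on the x axis. Each point is the authors' mean of a group and lines join the points of a gene. In R1h the 6 genes on the left lay below D and the 6 on the right above it, with SIGE going from 3.32 to 275.

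The study picked 12 PIF-DTGs partly by their mRNA changes in these same libraries, so their directions here are not independent evidence. Its other criteria were H3K9 acetylation changes and molecular function. It also measured these genes by RT-qPCR and ChIP-qPCR after a red-light pulse. The 6 light-repressed ones had a median log2 fold change of -2.71 in R1h and -4.66 in WLc. Besides PIL1, XTR7, HB2 and IAA19 these were CKX5 (AT1G75450), from 49.8 to 19.0 and 4.83, and AT5G02580, from 1047 to 132 and 35.6. The counting interval of CKX5 in R1h ran from -1.84 to -0.93 on the log2 scale, and 57.0% of its 3′-end windows were unique. In its time course the paper drew no firm conclusion for CKX5, whose levels varied highly. HB2 stood at 32.5 in WLc, close to its R1h level of 26.5. The 6 light-induced ones had medians of 3.76 and 4.12. RPT2 (AT2G30520), a partner of the blue-light receptor phototropin, went from 237 to 5829 and 9313, SPA1 (AT2G46340) from 47.2 to 553 and 405, LNK3 (AT3G12320) from 161 to 644 and 653, BOH2 from 55.8 to 143 and 643, and AT1G60590 from 9.43 to 166 and 276. SIGE was lower in WLc (132) than in R1h (275). Of the study's 39 rapid light-repressed PIF-DTGs 38 were lower in R1h (median -1.72) and 38 in WLc (median -2.90), and of its rapid light-induced PIF-DTGs 18 of 18 tested were higher in R1h (median 1.80) and 15 in WLc (median 3.33), lists also chosen on these libraries.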

Values the study reported

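The study reported 1085 genes responding in R1h and 4413 in WLc, at a 2-fold difference with an adjusted p-value, and 58.4% of the genes that responded first were still in that state under extended light. Of 209 PIF-induced PIF-DTGs, 19% were repressed after R1h and 60% in R1h, WLc or both. Of 129 PIF-repressed PIF-DTGs, 15% were induced after R1h and 43% in R1h, WLc or both. These shares are of all listed PIF-DTGs, whereas the shares given under Results are of the tested ones only.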

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

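No paired analysis was possible because the columns hold 1 mean per group, and for the same reason the planned fits without single replicates, with voom or library weights, on 6 libraries, with other adjusted p thresholds, with a count model and with an estimated correlation were not run. Of 120 counts and shares under the other settings, 113 stayed within 1.5 times or the 95% binomial interval. With log2(value + 5), which by construction shrinks fold changes, most of all those of low genes, 35 genes instead of 60 lay in opposite directions in R1h and WLc. With a filter at 50, which tests fewer genes, 281 were lower in R1h, and 1355 were higher and 1391 lower in WLc than in R1h. Chosen after seeing the data, calls by counting intervals wholly beyond 2-fold, a stricter rule by construction, gave 662 genes in R1h (428 higher, 234 lower) and 18 in opposite directions. Scaling to the column total, also added then, put the median log2 fold change of all tested genes at -0.06 in R1h and -0.10 in WLc against 0.00 and 0.02. Of 374 fold changes of the genes covered by the naming rule, 94 left their counting interval with quantile normalization. With the column total 96 did, and with median-of-ratios scaling 1. The intervals are for plain ratios, so fold changes with another pseudocount cannot be judged by them, and a filter leaves a fold change as it is. Of 504 list medians 499 stayed within their members' quartiles and 5 did not, and no list outside the central 95% of random lists changed sign. Of 261 of these genes' fold changes of at least 2-fold, none changed sign. A pseudocount or a filter cannot change a sign, and column factors between 0.955 and 1.04 could not for changes this large. Of the 261, 8 fell under 2-fold with log2(value + 5) (PRR9 in WLc, and EPF2, HSFA2, AT1G22690, PIF7, XTH33, GA20OX1 and MLP31 in R1h), 4 with quantile normalization (PRR9 in WLc, and PSAH2, PETE1 and OHP1 in R1h) and 6 with the column total (BEE3 and SEP2 in WLc, and PETE1, OHP1, EPF2 and HSFA2 in R1h).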

Other observations

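Further gene families were looked at after the values had been seen, and their members named here fall outside the rule for named genes. Of 28 tested B-box (BBX) genes, 11 of which are also in the fixed lists, 14 were higher and 4 lower in R1h (median log2 fold change 0.80, above all 10000 matched random lists, and 0.44 without BBX32 and its single read in D), and 14 were higher and 5 lower in WLc (0.87, above all random lists). COL2 (AT3G02380) went from 27.9 in D to 367 in R1h and 1018 in WLc, BBX16 (AT1G73870) from 1.96 to 10.7 and 721, and BBX29 (AT5G54470) from 12.9 to 74.7 and 9.41. HY5 (AT5G11260), a bZIP factor of the light response, stood at 162, 1784 and 191. Of 14 KCS genes, which encode enzymes that lengthen fatty acids for waxes, 7 were lower in WLc and none higher (median -1.09, percentile 0.01), KCS1 (AT1G01120) going from 2398 to 643. Of 9 beta-tubulin genes 4 were lower in WLc (median -0.91, percentile 0.85), TUB6 (AT5G12250) going from 14530 to 4829, and of 22 AGP genes for arabinogalactan proteins of the cell surface 10 were lower and 2 higher (median -0.90, below all random lists). Of 10 SWEET sugar transporter genes 5 were higher in WLc and 1 lower (median 1.23, percentile 99.8), but 3 of the 5 had at most 2 reads in D, and the median without them was -0.50, with SWEET2 (AT3G14770) going from 40.8 in D to 210 in R1h and 601 in WLc. Of 13 PIP aquaporin genes 5 were lower in WLc and 2 higher (median -0.94, percentile 0.06). Of 8 GLR glutamate receptor-like genes 5 were higher, but their median of 1.14 lay at percentile 78.9, inside the range of random lists.

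Transcripts with locus codes of the plastid chromosome were also measured, although the library type favours tailed mRNA. Of 30 tested, none differed 2-fold in R1h, although their median of -0.23 lay at percentile 0.96. In WLc 18 were higher and none lower (median 1.37, above all random lists, and 1.16 to 1.38 under other scalings). ATCG00020 went from 9.17 in D to 10.5 in R1h and 171 in WLc. Of 13 with codes of the mitochondrial chromosome, 6 were lower in WLc and none higher (median -0.82, percentile 0.15, and -1.19 to -0.81 under other scalings).

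The tests of scaling and of abundant genes in the next paragraph, the draws with 1 response kept and the count by intervals beyond 2-fold after it, and the tests of all PIF-DTGs that differ in WLc were chosen only after the result was seen, and the others were set out before.

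All 12 seed storage genes and 8 of 13 oil mobilisation genes were called lower in WLc than in D, 1 of the latter was higher, and the median over the 25 genes was -2.50, while LTP2 (AT2G38530), the most abundant transcript in D and singled out after its values were seen, went from 551925 to 8888. The 20 most abundant genes held 17.3% of the pseudo-counts in D and 20.8% in WLc. Shares this alike leave little room for a few very abundant genes taking the counts. Removing them could therefore move the median only slightly. Without the 20 most abundant genes of each group (36 genes) the median of the other 24 was -2.42. Scaling of the columns was not decided by the other scalings, which lay too close to the main one to move the median far. The factors were 0.955 in D and 1.04 in WLc for column totals, and 1.00 in both for median of ratios. The least negative median under other scalings was -2.44. A different stage of seedling development in light, or a larger share of ungerminated seeds in the dark-grown groups, may lie behind the difference and was not tested.

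The 60 genes in opposite directions in R1h and WLc form a second pattern. With 1 response kept and the other group drawn at its D level with counting error only, 13.1 genes on average and up to 23 came out in opposite directions, so counting error may account for part of them and is not excluded. Of the 60, 57 had both counting intervals on opposite sides of no change, but they were picked on these same values. Over all 17299 tested genes, 2057 had counting intervals on opposite sides of no change. By counting error alone 21.6 would, if no gene differed and both comparisons were independent. Both share the D column and many genes differ in WLc, so 21.6 is no fair measure. The count of 2057 also includes small differences of deeply counted genes and does not decide about the 60. The spread between libraries cannot be told apart from an effect of light either, because the columns give no value per library, and 18 genes were opposite with both intervals wholly beyond 2-fold. That these genes may respond briefly to the first light, or may differ with red against white light, stays open and was not tested.

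It was also asked whether the PIF-DTGs that differ in WLc respond in R1h more than other genes that differ in WLc, which share the same D column. The 123 PIF-induced PIF-DTGs lower in WLc had a median of -0.56 in R1h, at percentile 0 of 10000 lists of other genes matched on level and on WLc fold change, and 37 were 2-fold lower in R1h where such lists had 18.5 on average. In these columns the list thus lay further below D in R1h than matched genes. The matched lists draw genes singly and the columns hold no spread between libraries, so this percentile is not a test. A response common to all genes lower in WLc is not excluded. Whether PIF loss has an early effect on this list was not tested. The 52 PIF-repressed PIF-DTGs higher in WLc had a median of 0.56 at percentile 72.9, no different from matched genes. Among members not 2-fold different in R1h, the percentiles were 91.7 (86 PIF-induced) and 37.1 (37 PIF-repressed), but that split is made by the R1h change itself and leaves open whether slower targets had begun to move.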
